A study of Homo sapiens with 44 samples. Its data were reported in "JMJD6 is a tumorigenic factor and therapeutic target in neuroblastoma" (2019).

How the data were processed

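RNA from neuroblastoma cell lines was measured on Affymetrix Clariom S human arrays, which hold a set of probes for each well-annotated gene. CHP134 cells carry an amplified MYCN gene, and SK-N-AS cells do not. Each line had been made stable for a hairpin RNA under a doxycycline (DOX) switch, either a scrambled control shRNA or an shRNA against JMJD6, and was given 2 µg/ml DOX or vehicle for 40 hours. CHP134 cells had the control hairpin or either JMJD6 hairpin (shRNA-1, shRNA-2), and SK-N-AS cells had the control hairpin or shRNA-2.

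The authors normalized the arrays by RMA (robust multi-array average) and deposited log2 intensities per probe set. Their processing notes name RMA and limma, and no version is given in the sources used here. The CHP134 arrays and the SK-N-AS arrays were normalized apart from each other, so no test was made across the lines, and values of the lines are set side by side only as changes within each line. RMA ranks all arrays of a run to the same distribution, so a change shared by most genes would be removed, and it compresses differences close to background. The values were used on the log2 scale as deposited.

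The table held 44 columns for 40 distinct arrays, because the control shRNA repeats A and B of CHP134 were listed again, with both treatments, as 4 copies. The copies were identical to their originals (largest difference 0) and each pair was counted as 1 array. Of 27189 probe sets, 5741 control probe sets were left out of every test and 21448 transcript clusters were tested. Of these, 17709 had 1 gene symbol, 0 had several and 3739 had none, and only clusters with 1 symbol were named. For 20 symbols there was more than 1 cluster, and each cluster was kept as its own measurement. Samples were grouped by their titles. The series description gives the repeat letters of the JMJD6 hairpins the other way round from the titles, and the titles were followed.

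The comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. limma (version 3.58.1, in R 4.3.3) fitted a mean per group by lmFit with empirical Bayes moderation (eBayes), and p-values were adjusted by the Benjamini-Hochberg method over the 21448 clusters with a threshold of 0.05. The response to a JMJD6 hairpin was the DOX minus vehicle change in the JMJD6 shRNA line minus the DOX minus vehicle change in the control shRNA line, as the submitters defined it. Each CHP134 hairpin was fitted with the control arrays of its own repeat letters (A, B, E and F for shRNA-1, A, B, C and D for shRNA-2). The mean response of both hairpins, the difference between hairpins and the effect of DOX in control cells were fitted on all 28 distinct CHP134 arrays, and the SK-N-AS comparisons on 12 arrays. All tests were two-sided. Labels call the samples repeats, and the study states that the array experiments were repeated, but the sources used here do not say that the repeats came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

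For named genes, the rule took JMJD6, E2F2, MYCN and MYC in every comparison, the 10 largest falls and 10 largest rises among the genes called for the mean response with the same sign in the fit of each hairpin, the 8 largest each way among calls in SK-N-AS, the 5 largest each way among calls in the other comparisons, up to 10 genes shared by both lines, and up to 4 members with the smallest p in each gene list described. There were 21 gene lists: the E2F family, E2F targets, G2/M genes, histones, the MYC family, MYC targets, cytosolic ribosomal proteins, p53 targets, the BCL2 family, integrated stress and unfolded protein response genes, interferon response genes, hypoxia genes, mitochondrial respiratory chain genes, mitochondrial ribosomal proteins, splicing factors, adrenergic and mesenchymal neuroblastoma genes, neuronal differentiation genes, genes beside JMJD6 on the long arm of chromosome 17, and markers of other cell types, with a further list that is not reported here. Lists were tested against all other genes with camera at its preset correlation of 0.01, again with an estimated correlation, and with fry, which tests whether a list's genes move on balance in one direction. Each of these p-values was adjusted over the 21 lists. Calls adjusted over the list alone used the members' p-values only.

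Repeat letters were checked for pairing by the correlation of deviations from the group means over clusters. In CHP134, arrays of the same letter correlated by 0.14 to 0.59, and all 54 pairs exceeded 0.1. The letters were therefore taken to pair the arrays, and values with the repeat letter as a block are given where the block changed a call. Arrays of different letters were not compared, so the check does not tell pairing by letter from the batches described below. The reported fits, fixed beforehand, leave this pairing out. In SK-N-AS, 4 of 18 pairs exceeded 0.1 (range -0.47 to 0.41), so the letters were not taken as pairs across groups. These 4 were DOX arrays with the vehicle array of their own line. They were JMJD6 shRNA-2 repeats 1, B and C (0.18, 0.41 and 0.19) and control repeat C (0.26). The control pairs of repeats 1 and B (-0.45 and -0.47) each hold an array that stood apart from the other controls (see Results). DOX and vehicle arrays may therefore be paired within a line of SK-N-AS. Letters A and B, C and D, and E and F were treated as 3 batches of CHP134, because the hairpins share only A and B and the arrays separated by these letters. Values within batches and with the batch as a block were added after seeing the data.

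Alternatives were quantile normalization, median centring, a filter on dim clusters at the 95th percentile of the negative control probe sets, a mean-variance trend with robust moderation, array weights, blocks for the repeat letter and for the pair, the JMJD6 lines without the control lines, DOX arrays alone, other choices of arrays, looser thresholds, and each array left out in turn. The looser thresholds for counts of called clusters (fold over 1.5, p under 0.05 and adjusted p under 0.20) were those of the study's gene list. The scripts were tested on simulated data, with the spread of the real arrays and 200 changed clusters in each of 10 simulations. At 2-fold changes, 32.8% were recovered for shRNA-1, 45.2% for shRNA-2, 75.4% for the mean of both hairpins and 50.9% in SK-N-AS. At 1.5-fold changes the shares were 4.63%, 5.67%, 23.7% and 8.06%, and at 3-fold changes 76.8%, 86.4%, 96.8% and 85.8%. The number of arrays limits the precision. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.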

Results

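Gene expression was measured on 28 distinct CHP134 arrays and 12 SK-N-AS arrays. In CHP134 there were 6 repeats of control shRNA with each treatment and 4 repeats of JMJD6 shRNA-1 and of JMJD6 shRNA-2 with each treatment. In SK-N-AS there were 3 repeats in each of the 4 groups of control shRNA and JMJD6 shRNA-2 cells. Array medians lay between 6.09 and 6.16 (log2 intensity) in CHP134 and between 6.01 and 6.06 in SK-N-AS. The medians of the positive and negative control probe sets differed by 7.39 to 7.90 in CHP134 and by 7.19 to 7.46 in SK-N-AS. In CHP134 shRNA-2 cells this gap was lower with DOX than with vehicle in each repeat. It was 7.39 against 7.59 in A, 7.44 against 7.56 in B, 7.72 against 7.83 in C and 7.70 against 7.87 in D. With shRNA-1 it was lower in A, B and F and higher in E. In control shRNA cells it was lower in A, C and E and higher in B, D and F. An effect of this on the responses was not tested. Between 72.3% and 80.5% of clusters in CHP134, and between 75.8% and 81.9% in SK-N-AS, lay above the 95th percentile of the negative control probe sets. The question of the series was which genes respond when JMJD6, a jumonji-domain enzyme of the nucleus, is knocked down in neuroblastoma cells.

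JMJD6 had lower levels in each group where a JMJD6 hairpin was switched on than in the other groups of its line. In CHP134 its level was 7.87 ± 0.19 with vehicle and 7.82 ± 0.17 with DOX in control shRNA cells (log2 intensity, mean ± SD, n = 6). It was 7.75 ± 0.13 with vehicle and 7.01 ± 0.17 with DOX in shRNA-1 cells (n = 4), and 7.77 ± 0.11 with vehicle and 6.69 ± 0.19 with DOX in shRNA-2 cells (n = 4). In SK-N-AS it was 7.34 ± 0.14 and 7.33 ± 0.16 in control shRNA cells and 7.29 ± 0.14 and 6.64 ± 0.20 in shRNA-2 cells (n = 3). Single arrays of induced JMJD6 shRNA cells ranged from 6.77 to 7.16 for shRNA-1 and from 6.45 to 6.90 for shRNA-2 in CHP134, below the lowest other CHP134 array at 7.61. In SK-N-AS they ranged from 6.44 to 6.84, below the lowest other array at 7.14. Relative to control shRNA cells, JMJD6 fell by 1.01 on the log2 scale with shRNA-2 in CHP134 (SE 0.19, 2.01-fold lower, adjusted p = 0.0193 by limma, lower in 4 of 4 repeats). The values of -0.65 with shRNA-1 (SE 0.20, 1.57-fold lower, adjusted p = 0.590) and of -0.64 in SK-N-AS (SE 0.19, 1.56-fold lower, adjusted p = 0.536) did not pass the test over all genes, although JMJD6 was lower in 4 of 4 and 3 of 3 repeats.

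**Figure D1:**
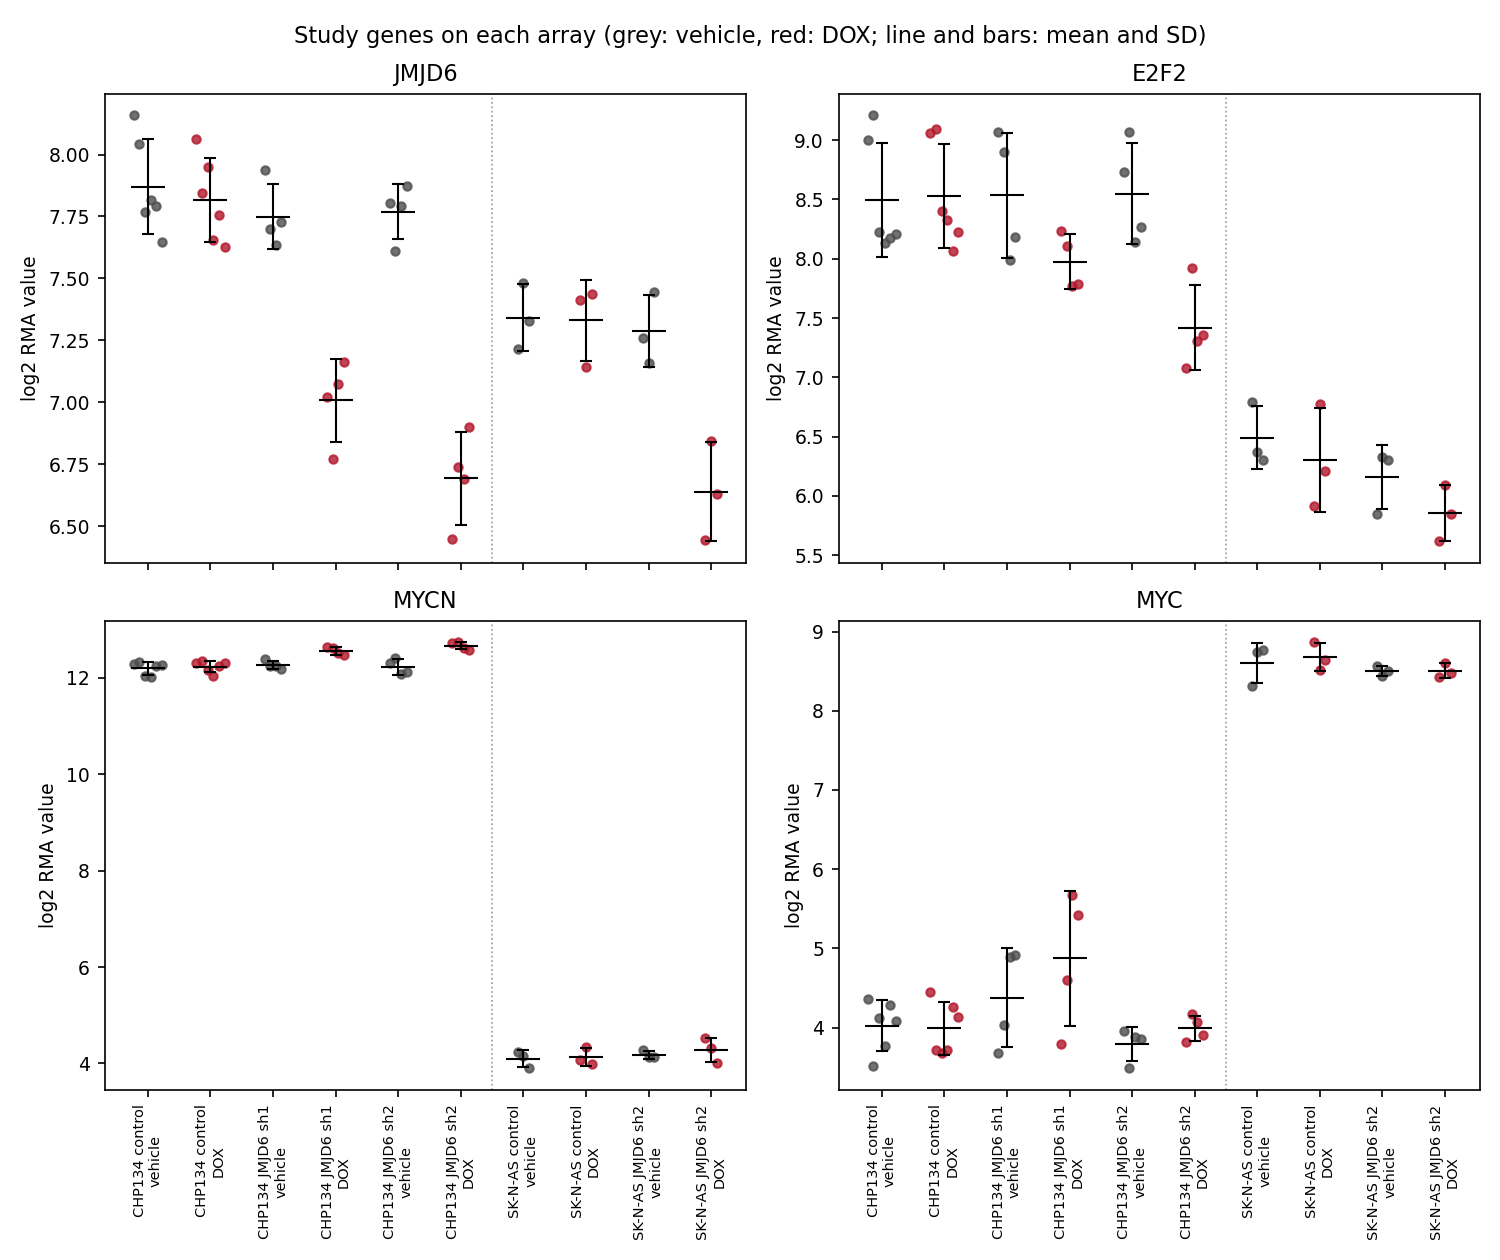
Log2 RMA intensity of JMJD6, E2F2, MYCN and MYC on each array, by cell line and hairpin, with grey points for vehicle, red points for DOX, and the mean and SD of each group. JMJD6 was 7.01 and 6.69 in CHP134 and 6.64 in SK-N-AS after induction of JMJD6 hairpins, and MYCN lay above 12 in CHP134 alone.

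For the mean response to both hairpins in CHP134, the question was which genes respond to JMJD6 shRNA beyond the response of control cells to DOX. The genes named here were called for this mean response and had the same sign in the fit of each hairpin, without being called for each hairpin alone. Among them, those that fell furthest were PPIF, which encodes the mitochondrial cyclophilin that regulates the permeability transition pore (log2 change -1.83, SE 0.25, 3.55-fold lower, adjusted p = 3.0e-04), and REEP4, an endoplasmic reticulum protein that keeps membrane away from mitotic chromosomes (-1.58, SE 0.25, adjusted p = 0.00123). Next came SLC35A4, of the nucleotide sugar transporter family (-1.48, SE 0.23), and RYK, a receptor for Wnt ligands (-1.47, SE 0.18, 2.77-fold lower, adjusted p = 6.6e-05). JMJD6 itself fell by 0.85 on the log2 scale (SE 0.14, 1.81-fold lower, adjusted p = 0.00153). Of the called genes, those that rose furthest included TCP11L2 (1.44, SE 0.25, 2.72-fold higher, adjusted p = 0.00204) and CPEB2, which binds cytoplasmic polyadenylation elements in mRNA (1.38, SE 0.23). RAB3B, a small GTPase of vesicle release (1.31, SE 0.29), and YPEL5, a part of a ubiquitin ligase complex, also rose (YPEL5 1.18, SE 0.13, 2.27-fold higher, adjusted p = 1.8e-05). Each of these genes moved in its direction in 8 of 8 repeats of the JMJD6 shRNA cells.

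Other large falls were in C18orf54 (-1.42), PYGO2, a coactivator of Wnt signalling (-1.38), NPLOC4, a cofactor of the p97 segregase (-1.32), the transcription factor THAP11 (-1.31), TOMM5, of the mitochondrial import pore (-1.27), and GNB4, a G protein beta subunit (-1.27), with adjusted p between 4.2e-04 and 0.0383. Other large rises were in ATG4A, a protease of autophagy (1.28), the hydrolase FHIT (1.24), SYNJ1, a lipid phosphatase of synaptic vesicles (2.30-fold), the immediate early transcription factor EGR1 (1.12), SPOPL, an adaptor of a cullin ubiquitin ligase (1.11), and RGS8, a regulator of G protein signalling (1.11), with adjusted p between 0.00210 and 0.0307. Among these genes C18orf54 lost its call in 16 of the 28 fits without a single array (adjusted p from 0.00455 to 0.0798) and with median centring (0.0505, the highest over 12 alternatives). GNB4 lost it in 5, without the control vehicle arrays A, E or F, the control DOX array C or the JMJD6 shRNA-2 vehicle array C (up to 0.0611). RGS8 also lost it in 5, without the control vehicle arrays A or F, the control DOX arrays A or F or the JMJD6 shRNA-2 vehicle array C (up to 0.0622). The single hairpins gave -1.25 (shRNA-1) and -2.36 (shRNA-2) for PPIF, -1.04 and -2.12 for REEP4, and 1.16 and 1.12 for YPEL5. limma called 268 clusters, 87 higher and 181 lower, and 2200 had an unadjusted p under 0.05. With the repeat letter as a block 1326 were called, 557 higher and 769 lower, with all 268 among them in the same direction, and with the batch as a block 1203 were called.

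**Figure D2:**
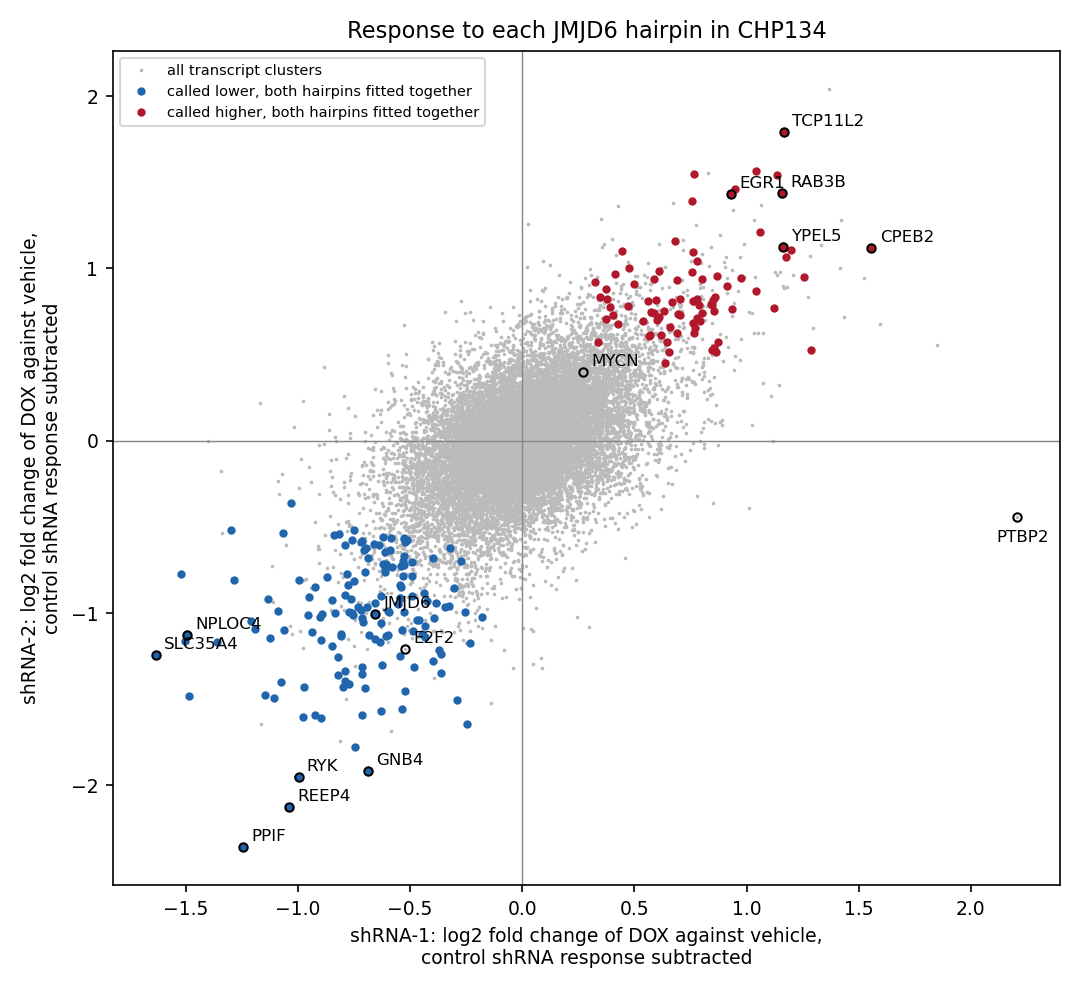
Log2 fold change with JMJD6 shRNA-1 (horizontal axis) against JMJD6 shRNA-2 (vertical axis) in CHP134, each after subtraction of the change in control shRNA cells, with a point per transcript cluster that has a gene symbol. Of the 87 clusters called higher and 181 called lower for the mean of both hairpins, those with a symbol are coloured (higher in red, lower in blue). PTBP2 lies apart at 2.20 with shRNA-1 and -0.44 with shRNA-2.

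E2F2, which encodes a transcription factor of S phase entry, had a mean change of -0.88 (SE 0.30, adjusted p = 0.181 by limma) and was lower in 8 of 8 repeats. With the repeat letter as a block it passed the test (adjusted p = 0.00164). Without the block it met the thresholds of the study's list (fold over 1.5, p under 0.05 and adjusted p under 0.20 by limma) for the mean response (1.84-fold lower). It also met them for shRNA-2 (2.31-fold lower, adjusted p = 0.181), but not for shRNA-1 alone (1.43-fold lower). Its values within batches were -0.78 (repeats A and B) and -0.26 (E and F) with shRNA-1, and -1.36 (A and B) and -1.05 (C and D) with shRNA-2. The mean level of E2F2 was 8.55 ± 0.43 with vehicle and 7.42 ± 0.36 with DOX in shRNA-2 cells (SD, n = 4), and 8.53 ± 0.53 and 7.98 ± 0.23 in shRNA-1 cells (n = 4), beside 8.49 ± 0.48 and 8.53 ± 0.44 in control shRNA cells (n = 6). For MYCN, the amplified oncogene of this line, the mean change was 0.33 (SE 0.12, adjusted p = 0.205), and MYCN was higher in 8 of 8 repeats, with adjusted p = 0.0178 under the block. Within batches MYCN values were 0.28 and 0.26 with shRNA-1 and 0.35 and 0.45 with shRNA-2. The direction for MYCN transcript on these arrays is opposite to the one the study stated from RT-PCR, which followed a longer DOX treatment than the arrays. MYC was dim in CHP134, with group means from 3.80 to 4.87, and its value was 0.38 (SE 0.32, adjusted p = 0.835, higher in 7 of 8 repeats). JMJD6 values within batches were -0.77 and -0.54 with shRNA-1 and -0.97 and -1.05 with shRNA-2.

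**Figure D3:**
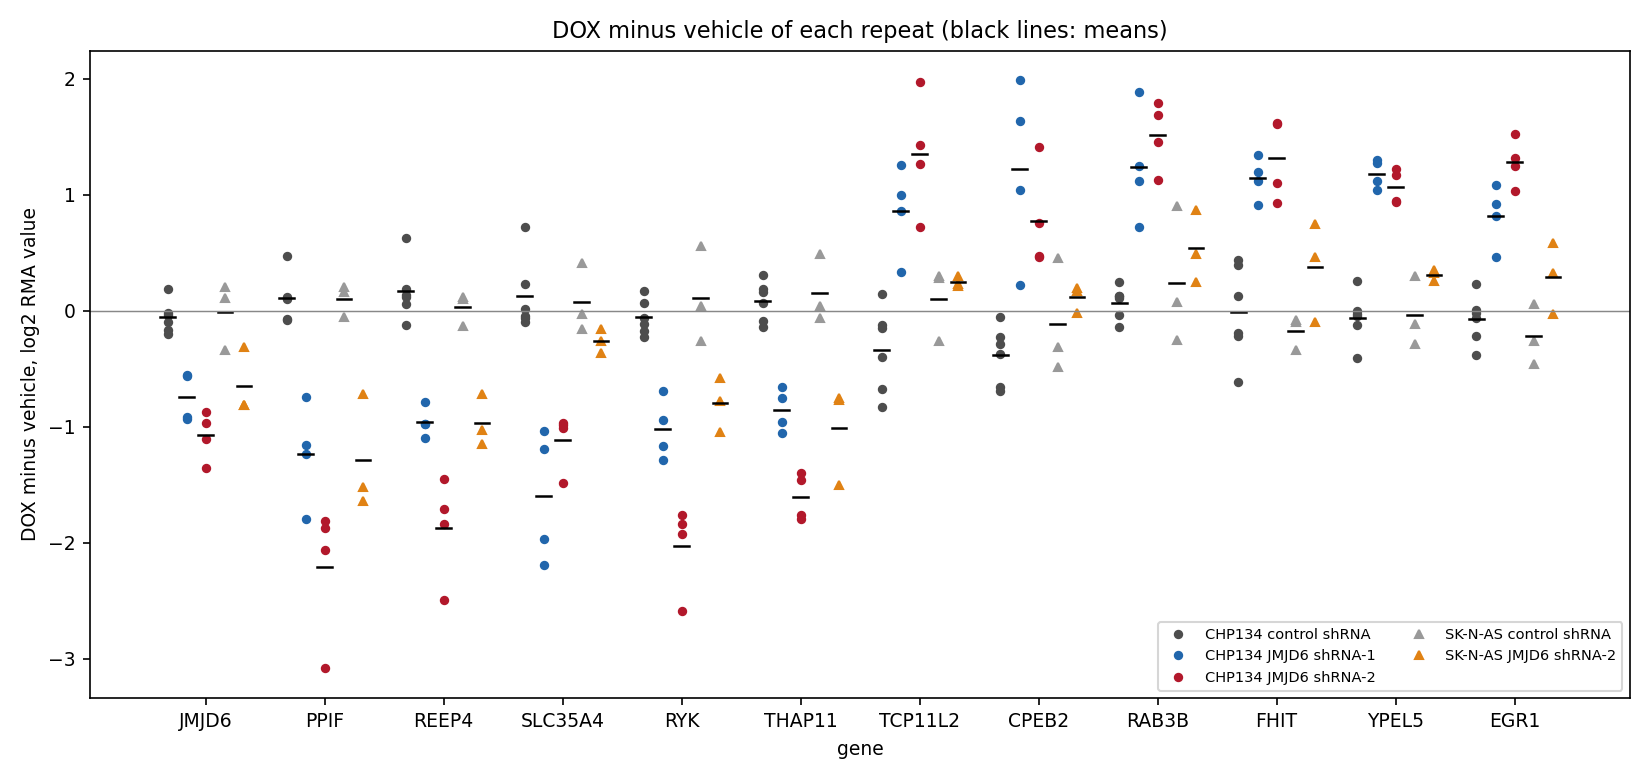
DOX minus vehicle difference in log2 intensity for JMJD6 and 11 genes called in CHP134, with a point per repeat and a black line at each mean, in the control and JMJD6 shRNA cells of both lines. In CHP134 the repeats of JMJD6 shRNA cells lie on the side of the called change, with control means between -0.38 (CPEB2) and 0.17 (REEP4).

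Genes of cell division fell as groups in CHP134. E2F targets, which serve DNA replication, had a median change of -0.32 with 3 of 64 members above 0 (camera, adjusted p = 5.7e-16), and G2/M genes, which serve mitosis, had a median of -0.22 with 7 of 72 above 0 (adjusted p = 4.3e-10). With an estimated correlation both calls were lost (adjusted p = 0.143 and 0.351). Histone genes had a median of -0.31 (4 of 46 above 0, adjusted p = 2.9e-06), MYC targets -0.14 (14 of 57 above 0, adjusted p = 0.00135) and the E2F family -0.22 (4 of 13 above 0, adjusted p = 0.00990), and these calls were lost too with an estimated correlation (adjusted p = 0.483, 0.351 and 0.435). Among members, the thymidine kinase TK1 fell by 0.70 on the log2 scale (SE 0.15, adjusted p = 0.0156). In mitosis, the kinase AURKA fell by 0.91 (SE 0.22, adjusted p = 0.0342) and the transcription factor FOXM1 fell by 1.27 (SE 0.33, adjusted p = 0.0496). The histone gene H2BC14 fell by 1.12 (SE 0.28, adjusted p = 0.0425) and RRP1B, of ribosomal RNA processing, fell by 0.79 (SE 0.18, adjusted p = 0.0199). AURKA lost its call in 14, FOXM1 in 20 and H2BC14 in 17 of the 28 fits without a single array (adjusted p from 0.0114 to 0.0707, from 0.0274 to 0.0962 and from 0.0202 to 0.0758). AURKA and FOXM1 also lost it with median centring (adjusted p = 0.0502 for each) and FOXM1 with trend and robust moderation (adjusted p = 0.0510), and no other of their 12 alternatives ended a call.

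Members called lower over all genes numbered 1 for E2F targets (TK1), 2 for G2/M genes (AURKA, FOXM1), 1 for histones, 1 for MYC targets and 0 for the E2F family. Adjusted over the list alone, 11, 9, 1, 1 and 3 were called lower. Replication genes without a call were MCM5 (-0.63, adjusted p = 0.0538, 0.00936 with the block) and CDC45 (-0.54, adjusted p = 0.0583, 0.00624 with the block). The mitotic genes SPC24 (-0.61) and AURKB (-0.48) had adjusted p = 0.0628 and adjusted p = 0.0728, or 0.00158 and 0.0177 with the block. fry gave adjusted p = 0.0166 for E2F targets and 0.109 for G2/M genes, and under the block 0.0202 for G2/M genes, 0.00801 for MYC targets and 0.0347 for the E2F family. In the 4 combinations of hairpin and batch, E2F targets had medians from -0.57 to -0.22 and histones from -0.45 to -0.18, both called in 4 of 4. In those combinations G2/M genes had medians from -0.41 to -0.09, called in 3. With the batch as a block camera gave adjusted p = 3.5e-17, 1.7e-07 and 2.3e-10 for these lists, with 4.2e-04 for MYC targets (medians from -0.17 to -0.07, called in 3 of 4) and 0.00596 for the E2F family (-0.34 to -0.20, called in 2 of 4).

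Neuronal differentiation genes, which serve synapses and neurites, rose as a group, with a median of 0.39 and 23 of 29 members above 0 (camera, adjusted p = 1.1e-05, adjusted p = 0.477 with an estimated correlation and 0.0499 with that and the block). Cytosolic ribosomal protein genes (median 0.13, 40 of 44 above 0, adjusted p = 0.00165), mitochondrial respiratory chain genes (0.12, 52 of 64 above 0, adjusted p = 0.0117) and adrenergic neuroblastoma genes (0.15, 17 of 24 above 0, adjusted p = 0.0300) rose by smaller amounts, and with an estimated correlation their calls were lost (adjusted p = 0.616, 0.734 and 0.477). No member of these lists was called over all genes, and adjusted over the list alone 1 neuronal gene was called higher and 1 respiratory chain gene lower. The synaptic vesicle genes SYT1 (0.86, SE 0.23, adjusted p = 0.0630) and SV2B (1.76, SE 0.56, adjusted p = 0.130) had adjusted p = 2.1e-04 and 0.00504 with the block. For NTRK3, a neurotrophin receptor, the value was 1.14 (adjusted p = 0.216, 0.00652 with the block), and for the granule protein CHGA it was 0.68 (adjusted p = 0.203, 0.0354 with the block). Medians in the 4 combinations of hairpin and batch ran from 0.17 to 0.38 for neuronal genes, called in 4 of 4, from 0.07 to 0.30 for ribosomal genes, called in 2, from 0.04 to 0.34 for adrenergic genes, called in 2, and from 0.05 to 0.29 for respiratory chain genes, called in 1. With the batch as a block, these lists had adjusted p = 1.7e-08, 2.0e-04, 0.0274 and 0.00250.

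The BCL2 family, which governs apoptosis, was called lower with a median near 0 (-0.02, mean -0.13, 13 of 26 above 0, camera adjusted p = 0.0300, adjusted p = 0.143 with an estimated correlation). No member was called over all genes and 4 were called lower adjusted over the list alone. MCL1, which blocks apoptosis (-0.73, adjusted p = 0.0726), and DIABLO (-0.62, adjusted p = 0.0549) and BCL2L11 (-0.53, adjusted p = 0.142), which promote it, had adjusted p = 0.00145, 0.0101 and 0.00624 with the block. Within batches its medians ran from -0.18 to 0.04 and 0 of 4 were called. Lists without a call still held genes that moved. The endoplasmic reticulum chaperone HYOU1 (-0.74, SE 0.13, adjusted p = 0.00210), the glycolytic regulator PFKFB3 (-1.26, adjusted p = 0.00796) and SNRPB, a core protein of spliceosomal particles (-1.10, SE 0.19, adjusted p = 0.00210) fell. The RNA sensor RIGI (0.69, SE 0.17, adjusted p = 0.0331) rose.

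List values without a call in the joint comparison were -0.05 for the MYC family (camera, adjusted p = 0.926), 0.08 for p53 targets (0.235), -0.04 for stress response genes (0.114), 0.06 for interferon genes (0.274) and -0.08 for hypoxia genes (0.131). They were -0.01 for mitochondrial ribosomal proteins (0.926), -0.05 for splicing factors (0.274) and 0.02 for genes beside JMJD6 on chromosome 17 (0.926). Mesenchymal neuroblastoma genes had a median of -0.00, a mean of 0.02 and a camera direction of down (adjusted p = 0.938), and markers of other cell types a median of 0.01, a mean of -0.01 and a direction of down (0.926). Adjusted over the list alone, 3 stress response genes, 2 hypoxia genes and 1 splicing factor were called lower, and 1 interferon gene was called higher. In the MYC family and among p53 targets 1 member was called higher and 1 lower adjusted over the list alone. MAX, the partner of MYC proteins, was at -0.53 (adjusted p = 0.0641, 0.0115 with the block), the p53 target TRIAP1 at -0.90 (0.0773, 0.00394 with the block) and RRM2B at 0.50 (0.0885, 0.0266 with the block).

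**Figure D4:**
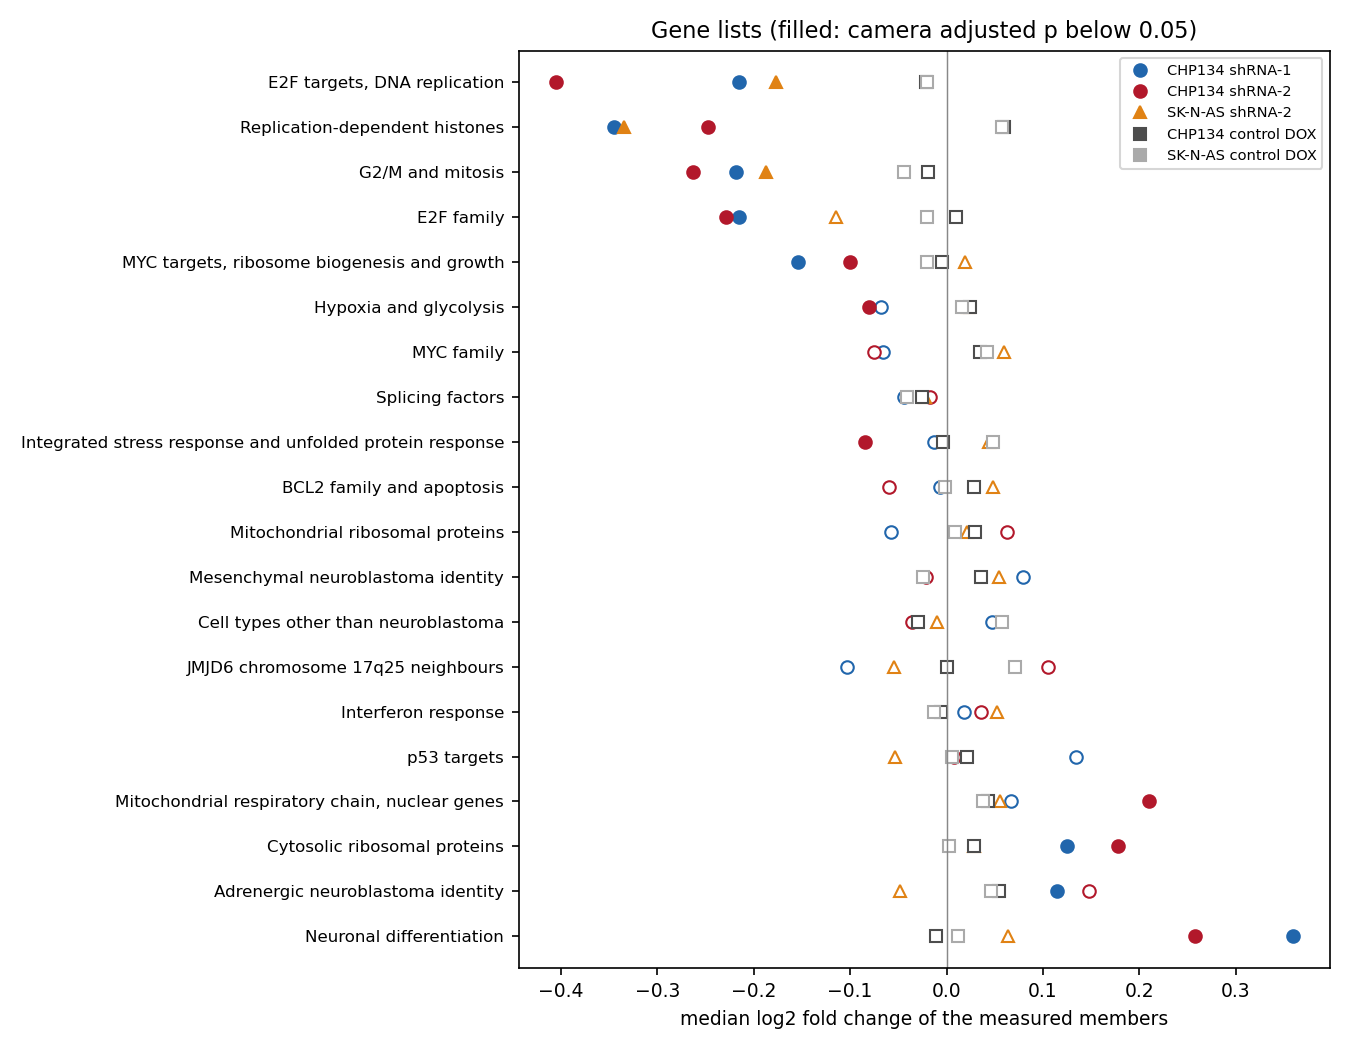
Median log2 fold change of the measured members (horizontal axis) of 20 gene lists (vertical axis) for shRNA-1 and shRNA-2 in CHP134, shRNA-2 in SK-N-AS and DOX in control cells of both lines, with filled points where camera gave an adjusted p below 0.05. E2F targets, G2/M genes and histones are filled on the lower side for both hairpins and in SK-N-AS, and no list is filled for DOX in control cells.

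With shRNA-1 alone in CHP134, lists of cell division genes were lower while no single gene passed the test without the repeat letter as a block. E2F targets had a median of -0.22 (4 of 64 above 0, camera adjusted p = 1.8e-10, 0.0477 with an estimated correlation and 0.197 with that and the block). Medians were -0.22 for G2/M genes (10 of 72, adjusted p = 1.7e-08), -0.35 for histones (5 of 46, adjusted p = 2.1e-07), -0.15 for MYC targets (15 of 57, adjusted p = 0.00153) and -0.22 for the E2F family (4 of 13, adjusted p = 0.0348), with adjusted p from 0.168 to 0.584 with an estimated correlation. Neuronal genes (0.36, 27 of 29, adjusted p = 1.4e-05), ribosomal genes (0.13, 35 of 44, adjusted p = 0.0219) and adrenergic genes (0.12, 19 of 24, adjusted p = 0.0323) were higher as lists, with adjusted p from 0.584 to 0.798 with an estimated correlation. Respiratory chain genes (0.07, adjusted p = 0.307) and the BCL2 family (-0.01, adjusted p = 0.302), called for the mean of both hairpins, were not called here. Markers of other cell types had a median of 0.05 and a mean of 0.01 with a camera direction of down, and were not called. Single members were TK1 at -0.84 (adjusted p = 0.404), NTRK3 at 1.85 (SE 0.63, adjusted p = 0.638) and H2BC14 at -1.29 (adjusted p = 0.138, 0.0308 with the block), the only histone called adjusted over the list alone. E2F2 had a value of -0.52 (SE 0.42, adjusted p = 1.000), MYCN of 0.27 (SE 0.14, adjusted p = 0.983) and MYC of 0.42 (SE 0.51, adjusted p = 1.000). limma called 0 clusters (smallest adjusted p = 0.0935) with 1117 at an unadjusted p under 0.05, and 16 with the repeat letter as a block (6 higher, 10 lower). Without the DOX array of repeat F of JMJD6 shRNA-1, 2 clusters were called, and on repeats A and B alone 9.

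Among the genes called with shRNA-2 alone in CHP134, the falls in PPIF (-2.36, SE 0.33, 5.13-fold lower, adjusted p = 0.00292), REEP4 (-2.12, SE 0.34, 4.36-fold lower, adjusted p = 0.00700) and RYK (-1.95, SE 0.23, 3.88-fold lower, adjusted p = 0.00161) were the largest, followed by TOMM5 (-1.78, SE 0.31) and SH3BGRL2 (-1.64, SE 0.38). The largest rises among the calls were in TCP11L2 (1.79, SE 0.34, 3.46-fold higher, adjusted p = 0.0216), ATG4A (1.57, SE 0.21), RGS8 (1.55, SE 0.34), FHIT (1.54, SE 0.29) and SYNJ1 (1.46, SE 0.23), each in 4 of 4 repeats. FOXM1 (-1.61, adjusted p = 0.0342), the spliceosomal SNRPB (-1.40, adjusted p = 0.00267), HYOU1 (-0.91, adjusted p = 0.0216) and the collagen prolyl hydroxylase P4HA1 (-0.93, adjusted p = 0.0216) fell. The neuroendocrine genes SYT1 (0.86, adjusted p = 0.0386) and CHGA (0.97, adjusted p = 0.0216) rose. Of these calls SH3BGRL2 (adjusted p = 0.0496) was lost in 14, SYT1 in 13, RGS8 in 11 and FOXM1 in 10 of the 16 fits without a single array, with adjusted p up to 0.0998, 0.0881, 0.0845 and 0.0838. P4HA1 lost its call in 3, without the control vehicle array A, the control DOX array B or the JMJD6 shRNA-2 vehicle array D (up to 0.0517), and HYOU1 in 2, without the control DOX array C or that vehicle array (up to 0.0568). SH3BGRL2 lost its call with median centring too, SYT1 with quantile normalization, and SYT1 and P4HA1 in the 28-array fit. E2F2 had a value of -1.21 (SE 0.38, adjusted p = 0.181, 0.00672 with the block, lower in 4 of 4 repeats), MYCN of 0.40 (SE 0.17, adjusted p = 0.404) and MYC of 0.24 (SE 0.27, adjusted p = 0.861).

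Among lists with shRNA-2, E2F targets (median -0.41, 4 of 64 above 0, camera adjusted p = 2.0e-12), G2/M genes (-0.26, 16 of 72, adjusted p = 6.4e-07) and histones (-0.25, 8 of 46, adjusted p = 0.00302) fell, with adjusted p from 0.397 to 0.586 with an estimated correlation. MYC targets (-0.10, 19 of 57, adjusted p = 0.0177), the E2F family (-0.23, adjusted p = 0.0373), stress response genes (-0.08, 11 of 38, adjusted p = 0.00875) and hypoxia genes (-0.08, 11 of 32, adjusted p = 0.0373) fell by less, with adjusted p from 0.397 to 0.440 with an estimated correlation. Neuronal genes (0.26, 23 of 29, adjusted p = 3.3e-04), ribosomal genes (0.18, 42 of 44, adjusted p = 3.3e-04) and respiratory chain genes (0.21, 53 of 64, adjusted p = 4.1e-04) rose, with adjusted p = 0.440 for each with an estimated correlation, and 0.00952 for neuronal genes with that and the block. Adrenergic genes (0.15, adjusted p = 0.124) and the BCL2 family (-0.06, adjusted p = 0.0544) were not called. Adjusted over the list alone, 6 E2F targets, 2 G2/M genes, 3 MYC targets and 3 hypoxia genes were called lower. limma called 167 clusters, 53 higher and 114 lower, with 2227 at an unadjusted p under 0.05. With the repeat letter as a block it called 959 (418 higher, 541 lower), with all 167 among them. The count was 72 without the control DOX array of repeat B, and between 74 and 108 without the control DOX arrays C, D or A, the control vehicle arrays A or D, or the JMJD6 shRNA-2 vehicle arrays B, C or D. On repeats A and B alone, or C and D alone, limma called 0.

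The responses to both hairpins were compared over all clusters. Their correlation across clusters, which are not independent replicates, was 0.533, beside a highest value of 0.275 in 100 simulations of unchanged JMJD6 arrays against the same controls. The covariance was 0.0478 beside 0.0211 in the simulations, a difference of 0.0268. With separate control arrays for each hairpin the correlation was 0.369 and the covariance 0.0394. The same sign was seen for 65.9% of clusters (58.0% in the simulations) and 60.1% with separate controls. The simulations do not show how far clusters that move together could raise these values by chance. Nor do they show this for the batch of repeats A and B, which both hairpins share. The highest simulated correlation is therefore not an upper limit for chance in the real arrays. No cluster was called by limma for each hairpin, and 3 were at an adjusted p under 0.20, where independent lists would share 0.0262 higher and 0.0546 lower. With separate control arrays the overlap at that level was 0, with 0 clusters for shRNA-1 and 49 for shRNA-2. With the repeat letter as a block 12 were called for each hairpin, from 16 and 959 calls (0.117 and 0.252 for independent lists). Lists of those sizes from unchanged JMJD6 arrays against the same controls shared 1.97 clusters on average and at most 5 in 100 simulations, chosen after seeing the data. These simulated overlaps have the same limit as the simulated correlations. With separate control arrays and the block, fitted on fewer arrays, the overlap was 0, with 0 and 127 calls, and the 12 clusters kept their signs, so part of the overlap may come from the shared controls. The 12 were LINGO2, MAP3K13, RUFY3 and YPEL5 higher and REEP4, SLC35A4, PYGO2, DPM1, COQ10A, NAXD, ERAL1 and WASF2 lower, named after their values were seen.

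A direct test of the difference between hairpins called 2 genes lower with shRNA-2 than with shRNA-1. PTBP2, a splicing regulator of neurons, differed by -2.73 (SE 0.31, adjusted p = 2.6e-05), with 2.20 for shRNA-1 (adjusted p = 0.0935) and -0.44 for shRNA-2 (adjusted p = 0.537). FGF13, a modulator of sodium channels, differed by -0.99 (SE 0.17, adjusted p = 0.0246), with 0.16 for shRNA-1 and -0.79 for shRNA-2 (adjusted p = 0.0216). FGF13 lost its call in 11 of the 16 fits without a single array (adjusted p from 0.00798 to 0.109), and kept it without the JMJD6 shRNA-2 DOX arrays A or D, the JMJD6 shRNA-1 DOX arrays E or F, or the JMJD6 shRNA-1 vehicle array F. PTBP2 kept its call in all 16. The differences for JMJD6 (-0.33), E2F2 (-0.57), MYCN (0.15) and MYC (-0.30) were not called. limma found 1111 clusters at an unadjusted p under 0.05, and 70 were called with the block.

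In SK-N-AS, the comparison asked whether shRNA-2 gives a response in a line without MYCN amplification. No single gene passed the test, but E2F targets (median -0.18, 9 of 64 above 0, camera adjusted p = 4.0e-07), G2/M genes (-0.19, 6 of 72, adjusted p = 8.1e-12) and histones (-0.33, 5 of 46, adjusted p = 1.6e-09) fell as lists. With an estimated correlation adjusted p = 0.0225 for G2/M genes and 0.821 for E2F targets and for histones. FOXM1 (-1.22, SE 0.25, adjusted p = 0.269), AURKA (-0.70, SE 0.16, adjusted p = 0.308), NEK2, a kinase of the mitotic centrosome (-0.59, adjusted p = 0.358), the DNA repair enzyme UNG (-1.14, SE 0.30, adjusted p = 0.421) and the histone H4C6 (-0.75, adjusted p = 0.574) were lower in 3 of 3 repeats without passing. Adjusted over the list alone, 3 G2/M genes were called lower and 0 E2F targets and 0 histones, and E2F3 (-0.93, adjusted p = 0.364) was the only member of the E2F family called. E2F2 had a value of -0.11 (SE 0.31, adjusted p = 0.996), MYCN of 0.06 (SE 0.21, adjusted p = 0.996) at levels near background, and MYC of -0.07 (SE 0.19, adjusted p = 0.996), with group means of MYC from 8.50 to 8.68. These 3 signs turned in some fits without a single array. In shRNA-2 cells E2F2 was lower with DOX in 3 of 3 repeats, with means of 6.16 with vehicle and 5.85 with DOX. In control shRNA cells its mean was also lower with DOX (6.49 with vehicle and 6.30 with DOX), and that change is subtracted in the value of -0.11.

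limma called 0 clusters in SK-N-AS (smallest adjusted p = 0.101) with 1215 at an unadjusted p under 0.05. Without the JMJD6 shRNA-2 DOX array of repeat B 27 were called, all lower and FOXM1 among them (adjusted p = 0.0249). Without the control vehicle array numbered 1, 9 were called, all lower. That array and the control DOX array of repeat B stood apart from the other 4 control arrays. On a scale over 1063 clusters where those 4 average 0 and the JMJD6 shRNA-2 vehicle arrays average 1, they lay at 1.04 and 0.97. Without both, chosen after seeing the data, limma called 0 clusters, and the medians were -0.19 for E2F targets (adjusted p = 1.6e-09, 0.0359 with an estimated correlation), -0.21 for G2/M genes (adjusted p = 5.3e-12, 0.0143) and -0.25 for histones (adjusted p = 3.8e-06, 0.786). Lists without a call whose median and mean differed in sign were the BCL2 family (0.05 and -0.05), mesenchymal genes (0.05 and -0.02) and MYC targets (0.02 and -0.01).

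**Figure D5:**
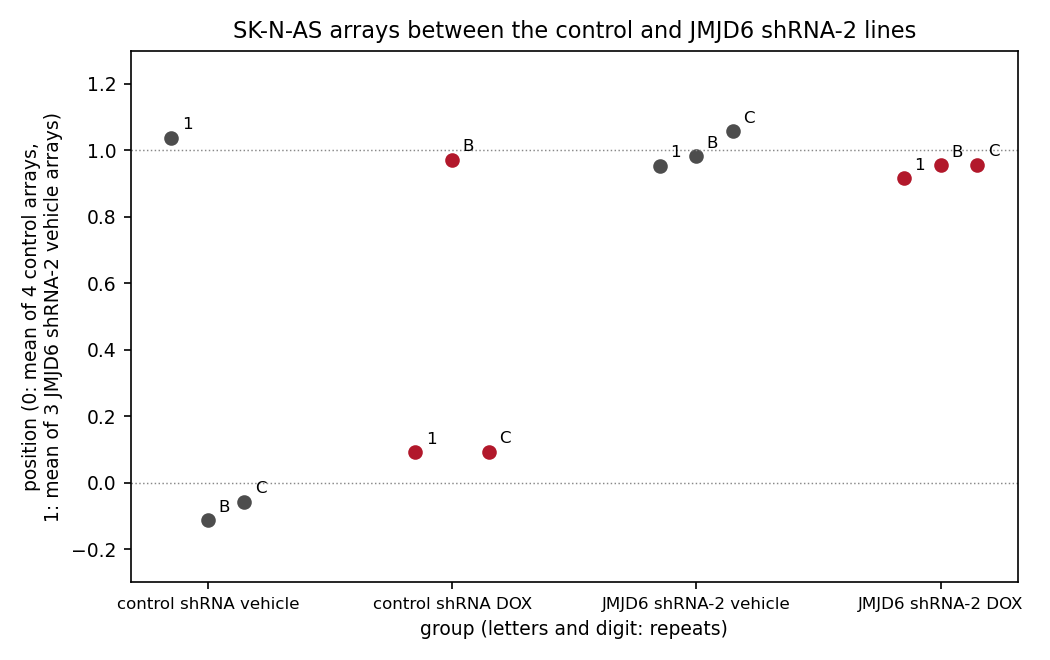
Position of each SK-N-AS array over 1063 clusters that differ between the vehicle arrays when the control vehicle array 1 and the control DOX array B are left out, scaled so that the other 4 control arrays average 0 and the JMJD6 shRNA-2 vehicle arrays average 1. The control vehicle array 1 lies at 1.04 and the control DOX array B at 0.97, the other control arrays between -0.11 and 0.09, and the JMJD6 shRNA-2 arrays between 0.92 and 1.06.

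Across lines, the shRNA-2 changes had a correlation of 0.292 over clusters, which are not independent replicates. For the mean of both hairpins in CHP134 against shRNA-2 in SK-N-AS the correlation was 0.268. Between these 2 fits limma called no cluster in each line. At an adjusted p under 0.20, 15 were lower in each, where independent lists would share 0.537. Among them in SK-N-AS were PPIF (-1.39, adjusted p = 0.188), REEP4 (-0.99, adjusted p = 0.123), THAP11 (-1.16, adjusted p = 0.177) and DPM1, of mannose donor synthesis (-1.37, adjusted p = 0.123). Others were C18orf54 (-1.48, adjusted p = 0.101), the mRNA export adaptor FYTTD1 (-1.27, adjusted p = 0.157), the prefoldin subunit PFDN1 (-1.08, adjusted p = 0.115) and UGDH, which makes UDP-glucuronate (-1.23, adjusted p = 0.116). Of the 181 clusters called lower for the mean of both hairpins in CHP134, 164 were below 0 in SK-N-AS (90.6%, median -0.37). Of the 87 called higher, 78 were above 0 (89.7%, median 0.23), in a comparison chosen after seeing the data. As gene sets they moved in those directions in SK-N-AS (camera adjusted p = 4.2e-39 and 1.1e-10, and 0.00212 for each with an estimated correlation). In 1000 random sets of the same size the highest shares were 58.0% and 72.4%. Random sets do not show how often clusters that move together would share a direction in so few arrays. Without the control vehicle array 1 and the control DOX array B the shares of the called clusters were 89.5% and 83.9%. SK-N-AS cells had only shRNA-2, which also contributes to the CHP134 calls. Shared changes across lines therefore cannot separate loss of JMJD6 from unintended targets of that hairpin.

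DOX itself changed no gene past the threshold in control shRNA cells. limma called 0 clusters in CHP134 with 210 at an unadjusted p under 0.05, and 0 in SK-N-AS with 685, and no list was called (smallest adjusted p = 0.110 and 0.433). JMJD6 values were -0.05 in CHP134 and -0.01 in SK-N-AS, and E2F2 values 0.04 and -0.19.

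Vehicle-treated JMJD6 shRNA cells were compared with vehicle-treated control shRNA cells to see how the lines differed before induction. In SK-N-AS, ITGA2, which encodes the alpha subunit of a collagen integrin, was higher in JMJD6 shRNA-2 cells (0.91, SE 0.11, adjusted p = 0.0274), and it was the only call among 1635 clusters at an unadjusted p under 0.05. ITGA2 lost its call without any of the other 5 vehicle arrays (adjusted p from 0.0383 to 0.296 over the 6 fits), where the count was 0. Without the control vehicle array 1 the count was 7, and without both arrays that stood apart it was 1063, 620 higher and 443 lower. In CHP134 limma called 0 clusters in shRNA-1 cells, with 1150 at an unadjusted p under 0.05, and 0 in shRNA-2 cells, with 514, and the repeat letter as a block gave 0 in each.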

Values the study reported

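The study treated its DOX-inducible cells for 40 h before the arrays. It named E2F2 among the genes lowered by both JMJD6 shRNAs, and the E2F binding site as a motif repressed after knockdown in both lines. By RT-PCR and immunoblot, after a longer DOX treatment than for the arrays, the study described lower E2F2, N-Myc and c-Myc after knockdown of JMJD6 in CHP134 and SK-N-AS cells. It reported lower N-Myc and c-Myc with JMJD6 siRNAs too, and higher E2F2, N-Myc and c-Myc when JMJD6 was overexpressed. It also described a 60% loss of RNA polymerase II at the promoter of the MYCN gene after JMJD6 knockdown.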

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

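No test in this part was chosen after its result was seen. The difference between hairpins in CHP134 was tested as its own contrast, and a pair of genes passed. For PTBP2, a splicing regulator of neurons, the shRNA-2 minus shRNA-1 response was -2.73 (SE 0.31, adjusted p = 2.6e-05 by limma), with PTBP2 higher in 4 of 4 repeats of shRNA-1 cells and lower in 4 of 4 repeats of shRNA-2 cells, and a value of -0.24 for shRNA-2 in SK-N-AS. For FGF13, a modulator of sodium channels, it was -0.99 (SE 0.17, adjusted p = 0.0246), with FGF13 lower in 2 of 4 repeats of shRNA-1 cells and in 4 of 4 of shRNA-2 cells, and a value of 0.11 for shRNA-2 in SK-N-AS. FGF13 lost its call in 11 of 16 fits without a single array (adjusted p from 0.00798 to 0.109), and PTBP2 in 0. Over the 6 CHP134 groups, of 4 or 6 arrays, and JMJD6, E2F2, MYCN and MYC, 24 sets of levels were searched for an array far from the others and 0 held one, while the SK-N-AS groups of 3 were not searched, and of 24 genes compared between lines, 0 moved in opposite directions in every repeat.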

How the results depend on the processing

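Fits by batch, with single batches, with separate control arrays for each hairpin, with the repeat letter as a random effect and without both SK-N-AS arrays that stood apart were added after seeing the data, and the cause of the changes below was not tested unless stated. Counts of called clusters with settings that moved them over 1.5 times were as follows. For shRNA-1 in CHP134 (0), limma called 1 with quantile normalization, 16 with the replicate block, 5 with trend and robust moderation, 111 with the pair block, 189 in the JMJD6 shRNA line alone, 392 for DOX against control DOX arrays, 26 in the 28-array fit, 33 with the batch block, 9 on repeats A and B, 5 at a fold of 1.5 with an adjusted p under 0.20, and 0 to 2 without a single array. For shRNA-2 in CHP134 (167) the same settings gave 959 with the replicate block, 987 with the pair block, 1182 in the line alone, 1315 for DOX arrays, 302 in the 28-array fit, 749 with the batch block, 0 on repeats A and B, 0 on repeats C and D, 622 at the looser thresholds and 72 to 193 without a single array, and array weights gave 267. For both hairpins (268) they gave 1326 with the replicate block, 1686 with the pair block, 1848 in the lines alone, 1738 for DOX arrays, 1203 with the batch block, 527 at the looser thresholds and 191 to 328 without a single array, and 646 with the copied columns as separate arrays and 1069 with the letter as a random effect. Copied columns lower the spread by construction, and the fits of a line alone or of DOX arrays use fewer groups. The share of higher calls was 31.7% for shRNA-2 and 32.5% for both hairpins, and 43.6% and 42.0% with the replicate block. For SK-N-AS (0) there were 16 with trend and robust moderation, 22 with array weights, 112 in the line alone, 266 for DOX arrays, 23 at the looser thresholds and 0 to 27 without a single array. The hairpin difference (2) gave 4 with quantile normalization (25% higher, against 0%), 70 with the replicate block, 7 at the looser thresholds and 1 to 4 without a single array. The SK-N-AS baseline (1) gave 0 with the replicate block, where ITGA2 had adjusted p = 0.182, 2 with array weights, 3 at the looser thresholds, 1063 without both arrays that stood apart and 0 to 7 without a single array. Overlap between hairpins (0) was 3 at an adjusted p under 0.20, 3 with the fold of 1.5, 12 with the replicate block and 0 to 1 without a single array, and overlap between lines (0) was 15 at an adjusted p under 0.20 and 0 to 15 without a single array, with 3 without the SK-N-AS control vehicle array 1 and 15 without the JMJD6 shRNA-2 DOX array B. Called lists went from 8 to 1 (estimated correlation) and 1 (fry) for shRNA-1, from 10 to 0 and 1 for shRNA-2, from 10 to 0 and 2 for both hairpins, and from 3 to 1 and 1 in SK-N-AS. Reversed signs were few, and all lay near 0. The mesenchymal list for both hairpins was 0.0154 with the dim filter, and MYC in SK-N-AS was 0.00102 in the line alone. Without a single array, the value of MYC in SK-N-AS shRNA-2 response ranged from -0.15 to 0.07 (0.0748 without control vehicle 1, 0.0244 without control DOX 1), that of E2F2 in SK-N-AS shRNA-2 response from -0.31 to 0.12 (0.00283 without JMJD6 DOX 1, 0.123 without control DOX B) and that of MYCN in SK-N-AS shRNA-2 response from -0.06 to 0.20 (-0.0111 without control vehicle 1, -0.0587 without JMJD6 DOX 1, -0.0104 without control DOX C). Over the values of single named genes apart from fits without an array, 1713 kept direction and side of the threshold, 335 passed only under the alternative and 41 only in the reported fit, and without single arrays the numbers were 3225, 40 and 146. For lists 157 values were the same and 55 lost a call, all with an estimated correlation (29) or fry (26). In SK-N-AS, where letters were not taken as pairs across groups, the replicate block called 0 for the hairpin response, and so did the pair block. In CHP134 the replicate block changed no other call than those printed with it or counted above. Signal over background limits MYC in CHP134 and MYCN in SK-N-AS, which lay near the negative control probe sets.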

Other observations

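In this part, the fits without both SK-N-AS arrays that stood apart, the tests of the JMJD6 shRNA-2 line label, of a DOX-treated array of that line, of poor signal and of the repeat letter for those arrays, the tests of a single hairpin and of DOX for genes lowered as far as JMJD6, and the tests of DOX and of a single batch for MYCN were chosen after the result was seen. With the control vehicle array 1 and the control DOX array B left out, 1063 clusters differed between vehicle-treated JMJD6 shRNA-2 and control shRNA cells of SK-N-AS before any hairpin was induced, 620 higher and 443 lower. Higher were the transferrin receptor TFRC (1.54, SE 0.12, adjusted p = 6.7e-04 by limma), the carboxypeptidase CPD (1.73, SE 0.17, adjusted p = 0.00140), the adhesion protein CXADR (1.69, SE 0.24, adjusted p = 0.00478), the synaptotagmin SYT4 (1.53, SE 0.29, adjusted p = 0.0169) and the guidance cue SEMA3E (2.11, SE 0.42, adjusted p = 0.0197). Lower were the proneural transcription factor NEUROG2 (-1.56, SE 0.14, adjusted p = 0.00140), the RNA-binding protein RBPMS2 (-1.08, SE 0.12, adjusted p = 0.00202), the acid-sensing channel ASIC3 (-1.05, SE 0.14, adjusted p = 0.00335) and ELMO1, of cell migration (-1.06, SE 0.22, adjusted p = 0.0241). On all 12 arrays none of these genes passed (adjusted p from 0.597 to 0.945), with values from 0.65 (SYT4) to 1.28 (SEMA3E) for the first 5 and of -0.77 for NEUROG2, -0.83 for RBPMS2, -0.62 for ASIC3 and -0.23 for ELMO1. These genes were chosen after their values were seen, and the arrays were left out because of their own values, so the adjusted p describes the remaining arrays.

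The SK-N-AS control vehicle array 1 and control DOX array B correlated with each other at 0.447 across clusters (deviations from the mean of 12 arrays) and at -0.354 on average with the other 4 control arrays, which correlated among themselves by 0.36 to 0.43. A batch marked by the repeat letter is argued against, since the highest correlation of either array with an array of its own letter was 0.102, and so is poor signal over background, since the gap between positive and negative control probe sets was 7.45 and 7.46, at the high end of the other 10 arrays (7.19 to 7.46), and the lower of them lay 2.88 SD above the lowest of those. Their mean correlation with the 3 JMJD6 shRNA-2 vehicle arrays was 0.101, inside the wide range of those arrays among themselves (-0.13 to 0.27), which decides nothing about arrays of the JMJD6 shRNA-2 line under control labels, and that explanation stays open, since their positions of 1.04 and 0.97 go with it while ENPP2 was 3.48 higher in both than in the other control arrays against 1.44 (SE 0.16) in JMJD6 shRNA-2 vehicle arrays, and no JMJD6 shRNA-2 array lay among the controls as a swap would need. A DOX-treated JMJD6 shRNA-2 array under the label of control DOX B is argued against, since JMJD6 was 7.14 there against 6.44 to 6.84 in the induced JMJD6 shRNA-2 arrays, with which it correlated by -0.15 to -0.03 where they correlated among themselves by 0.10 to 0.44. Array quality in other respects was not tested, nor was a biological explanation, and the labels were kept in every comparison.

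In CHP134, 82 clusters, 81 of them other than JMJD6, were called lower for the mean of both hairpins and fell at least as far as JMJD6. Unintended targets of a single hairpin were tested with 69 others called for shRNA-2 and lowered at least as far as JMJD6 there. Of these, 97.1% were below 0 in shRNA-1 cells of repeats E and F, which share no array with the shRNA-2 fit (at most 78.3% in 1000 random sets). As a set they thus fell with shRNA-1 too. The random sets were matched on level alone, so they do not show how often genes that move together would fall as a set in so few arrays. The median of the 69 was -0.54 there and -1.24 with shRNA-2, beside -0.54 and -1.01 for JMJD6. Unintended targets therefore stay open for the direction of the set, for a part of its size and for single genes. A response to DOX itself is argued against by 74 clusters other than JMJD6 lowered as far as JMJD6 in the JMJD6 shRNA lines alone, whose median DOX change in control cells over that in JMJD6 shRNA cells was 0.00243 (spread of the control changes 0.10 on the log2 scale). Weaker response of the JMJD6 probes than of other probes was not tested and stays open, and a response to loss of JMJD6 may account for part of the set, as a hypothesis.

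MYCN was higher in CHP134 after induction of JMJD6 hairpins (0.33, SE 0.12), a value that did not pass the test as reported (adjusted p = 0.205, and 0.00187 to 0.551 over 12 alternatives, 6 of which passed). A shift of all bright probe sets is argued against as the source of the whole value, since the 90th percentile of the changes of 100 clusters near the level of MYCN was 0.189. The median change of those clusters was 0.0737, so a part of the MYCN value may come from such a shift. A response to DOX itself is argued against by a ratio of 0.0935 between the MYCN change in control cells and in JMJD6 shRNA cells, and a single batch by the lowest value over the 4 combinations of hairpin and batch, 0.262. A biological rise of MYCN transcript may therefore be weighed as a hypothesis, found and tested on the same data. The RT-PCR of the study, which gave the other direction, was not analysed here.

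Other splits of the same samples were fitted with limma, for hairpin responses on the DOX minus vehicle differences of each repeat. For shRNA-1 in CHP134 the real split called 111 clusters and was the only 1 of 35 splits to reach that count, with 0 in any other, and for shRNA-2 it called 987, 1 of 35, with 0 in any other. For both hairpins against control it called 1367, 1 of 100 splits drawn from 3003, with at most 1 in another, which parted 3 letter pairs where the real split parts 6. Over splits that take no account of the letters, the real split alone reached its count in each of these 3 comparisons. The letters were taken to pair the arrays, and the other splits that parted as many letter pairs as the real one numbered 7, 7 and 9 of those fitted, with 0 called in each, too few for a share under 0.05. These splits therefore cannot exclude chance. Their counts come from the differences of each repeat, while the reported fits called 0, 167 and 268. The difference between hairpins called 1, reached by 1 of 35 splits, with 0 in any other, and rests on that single cluster. DOX in CHP134 control cells called 0, reached by 100 of 100 splits, and another split called 1302, which parted 2 letter pairs where the real split parts 6 and points to structure among the control arrays. The CHP134 vehicle baselines called 0, reached by 35 of 35 splits, while the split of repeats A and B from E and F called 3879 for shRNA-1 and that of A and B from C and D called 2961 for shRNA-2, which points to a batch structure of the arrays, and with the repeat letter as a block each baseline called 0. For these baselines and for DOX, splits that parted as many letter pairs as the real one called 0. In SK-N-AS the 10 splits are too few for a share under 0.05, with real values of 0 for shRNA-2, for DOX in control cells and for the vehicle baseline on its 6 arrays, and the highest other values were 0, 0 and 42. The split that called 42 points to structure among the vehicle arrays.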
